A study of Rattus norvegicus with 6 samples. Its data were reported in "Identification of mechanistic CKD biomarkers in a rat SNx kidney fibrosis model by transcriptomics and proteomics detectable in biofluids" (2025).

How the data were processed

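Kidney RNA was measured by strand-specific, paired-end sequencing of ribosomal RNA-depleted libraries in 3 SNx and 3 NoOp rats. The labels list the molecule as polyA RNA, while the extraction protocol describes depletion of ribosomal RNA. Groups were taken from the treatment label of each sample. The labels give no replicate numbers, so the replicates were numbered within each group in the order of deposition, and the numbers pair no animals.

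The authors quantified transcripts by selective alignment to a reference transcriptome of the rat genome build Rn6, summarised them per gene with tximport and transformed them with voom in limma. The quantification tool and its version, the annotation release and the gene filter were not stated. Of the deposited tables, 2 of the whole series were used. The first holds the authors' estimated counts per gene as whole numbers, not scaled between libraries, for 23487 genes, 5584 of them with 0 in all 6 libraries. The study's methods name estimates scaled by transcript length, and whether this table holds those or unscaled ones was not settled. The second is the authors' deposited normalized table of log2 CPM values (counts relative to a scaled library size, on the log2 scale) for 12135 genes. The 12 deposited single-library files were compared with the series tables, and all 12 held the same values as their column.

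The scale of the normalized table was settled from its values. In each library every gene with 0 estimated counts sat at the lowest value of the column, as voom's offset of 0.5 counts gives for a single scaled library size. That size ranged from 9511878 to 12901933 across libraries. Back-transformed with it, 2.36% to 3.87% of the values were whole numbers, so the normalized table was made from estimates that are not whole, while the raw table holds whole numbers. The back-transformed totals came to 99.9% to 100.04% of the raw totals of the same genes.

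The comparison between groups used the estimated counts. Genes were kept by filterByExpr of edgeR 4.0.16 at its defaults (minimum count 10, minimum total count 15), which left 13644 genes. Libraries were scaled with TMM, and the counts were transformed with voom and fitted with limma 3.58.1 in R 4.3.3, with group as the only term and empirical Bayes moderation. Tests were two-sided, with Benjamini-Hochberg adjustment over all genes kept and a threshold of 0.05. The study's methods name voom and limma, and the filter and the scaling were chosen here. Principal components and distances used TMM-scaled log2 CPM with a prior count of 2. Log2 fold changes of genes with few counts in one group depend on the offset. Transcript-level estimation can divide reads between near-identical gene copies, and whether any gene named here has such a copy was not analysed.

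The main test, the groups, the alternatives and the rule for naming genes were fixed before the data were examined. The alternatives were the quasi-likelihood test of edgeR, the Wald test of DESeq2 1.42.0 with its own size factors, library size without scaling factors, DESeq2 size factors within limma, and filters at a total of 1 count and at a mean of 10 counts. Sample weights in voom, the authors' normalized table tested with limma and a mean-variance trend, a term for the range of the library numbers, and leaving out each library in turn were also planned. For the principal components and distances the alternatives also included the 500 genes with the highest variance, a prior count of 0.5 and scaling of each gene to unit variance. Thinning of every library to the smallest total, the same test on the genes of the normalized table only, and library sizes without the 50 most abundant genes were chosen after seeing the data, as was the held-out position of each SNx library.

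The rule for naming genes covered the 3 with the smallest p-values, and those with the largest changes in either direction among genes with an adjusted p under 0.05, a mean of at least 1 on the log2 CPM scale and no overlap between the groups. It also passed over genes with no symbol. Neither the files nor the reference name table pair these identifiers with symbols: 0 of 23487 identifiers matched. The clause on symbols was therefore dropped, and the text is limited to 2 identifiers that rose and 2 that fell. Those that rose are the first by p-value and those that fell the first by size of the change, so the precision of the 2 pairs is not comparable. Identifiers met later are named as chosen after their values were seen. For the same reason the molecules that the study lists as candidates, the established kidney markers and the gene sets planned before the data were examined were not analysed here, and no correction for GC content or transcript length was made. Genome coordinates are not given, since no annotation of the build was used here.

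The tests were tested on simulated data drawn from the means, library sizes and dispersions of the real genes. Of 13481 simulated genes, 198 were changed by 1 or 2 on the log2 scale. With voom and limma, 123 of them were recovered (62.1%, and 80.2% of those changed by 2), all 123 with the right sign, and 7 unchanged genes were called (5.39% of calls). The quasi-likelihood test of edgeR recovered 130 with 9 false calls (6.48%), and DESeq2 recovered 158 with 31 false calls (16.4%). Sample weights in voom recovered 124 with 7 false calls. Only 198 simulated genes were changed, against 4891 called in the real comparison. These recovery and false-call shares therefore need not carry over to it. In a simulation of 13468 genes with no change, 0 genes were called, and 639 had an unadjusted p under 0.05. The simulated changes were recovered less often at 1 than at 2 on the log2 scale, so a gene outside the 4891 is not shown to be unchanged.

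The total of estimated counts per library ranged from 9572955 to 13140864. The planned permutation of the ratio of within-group distances is not given, because every split other than the real one mixes the groups. Permutation tests on single values enumerated all splits of 3 against 3 and are exact and two-sided, with 0.1 as the smallest p that this design allows.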

Results

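Bulk RNA sequencing of rat kidney was analysed in 6 libraries, each from 1 animal. Sub-total nephrectomy (SNx) is an operation that removes most of the functioning kidney tissue and is used as a model of chronic kidney disease, because the remaining tissue loses function and scars over the following weeks. The labels placed 3 libraries in the SNx group and 3 in a non-operated group (NoOp), which served as the healthy control. The design implies 1 comparison, SNx against NoOp, and it addresses which transcripts differ in abundance between the kidney left after the operation and the kidney of animals without one. The labels and the study's methods call these controls non-operated, while a figure legend of the study calls them sham. The labels are followed here. With controls that had no operation, the comparison does not separate the loss of kidney tissue from surgery as such.

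The deposited estimated counts summed to 11639247, 13140864 and 11183768 in NoOp replicates 1, 2 and 3, and to 9885430, 10707643 and 9572955 in SNx replicates 1, 2 and 3. The mean total was 11988000 ± 1024090 (SD, n = 3) in NoOp and 10055300 ± 586116 (SD, n = 3) in SNx, and every SNx library was smaller than every NoOp library. The exact two-sided permutation p for this difference was 0.1, which is the smallest value that 3 libraries against 3 can give. A nonzero count was present for 15707 ± 145 genes (SD, n = 3) in NoOp and 16215 ± 192 genes (SD, n = 3) in SNx, although the SNx libraries were smaller. After every library was thinned at random to the smallest total, the means were 15546 ± 95.3 and 16182 ± 147 genes (SD, n = 3 each), a difference of 636 genes with an exact two-sided permutation p of 0.1, again the smallest possible. The 50 most abundant genes took 27.6% ± 1.38 of the counts in NoOp and 26.2% ± 4.92 in SNx (SD, n = 3 each; exact two-sided permutation p 0.7), a difference within the spread between replicates. The scaling factors computed by the trimmed mean of M-values (TMM) were 0.926 ± 0.0396 in NoOp and 1.08 ± 0.114 in SNx (SD, n = 3 each), with an exact two-sided permutation p of 0.1.

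Principal component analysis of the TMM-scaled log2 CPM values, which are counts relative to the scaled library size, of 13644 genes was used to ask whether the animals of each group lie together without reference to the labels. The first component (PC1) held 74.2% of the variance and separated the groups. Its scores were -59.38, -56.14 and -65.80 in NoOp replicates 1, 2 and 3, and 69.85, 81.02 and 30.46 in SNx replicates 1, 2 and 3. The second component held 9.55% of the variance and did not separate the groups, since NoOp replicate 1 and SNx replicate 1 had positive scores of 33.60 and 28.79 and the other 4 libraries had negative scores. The share of variance on PC1 moved most when each gene was scaled to unit variance, to 54.6%.

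**Figure D1:**
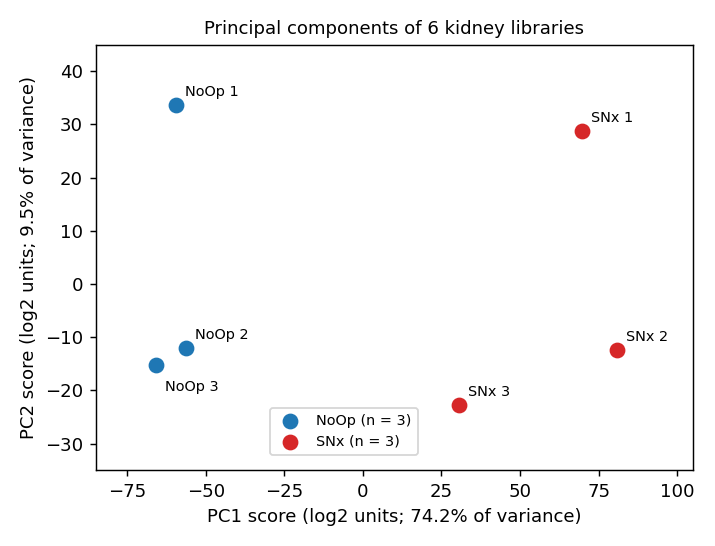
Scores of the 6 kidney libraries on the first and second principal components, in log2 units, with NoOp libraries in blue and SNx libraries in red; each point is 1 animal. The first component carries 74.2% of the variance, and SNx replicate 3, at 30.46, lies nearer to the NoOp libraries than the other SNx libraries do.

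The root mean square log2 difference between libraries was 1.13 on average between groups, 0.64 within SNx and 0.53 within NoOp. The within-group distances ranged from 0.56 to 0.69 in SNx and from 0.46 to 0.56 in NoOp. The ratio of the mean distance within SNx to that within NoOp was 1.22. Every other split of the libraries into 3 and 3 mixes the groups and gives no reference for this ratio, so it is a description of these animals without a test. Without SNx replicate 3 the ratio was 1.06. The SD of a gene over the 3 libraries of its group was larger in SNx than in NoOp for 60.3% of genes, with medians of 0.23 and 0.18 on the log2 scale. To look for repeated deposits of a library, the counts of each pair of libraries of the same group were compared with counting error. The chi-square per degree of freedom was 9.39 or more in every such pair. A library sequenced again would give about 1, and an identical copy would give less.

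The place of each SNx animal between the groups was measured by holding it out, after the principal components were seen. Genes were selected from the other 5 libraries by an adjusted p under 0.05 (limma, Benjamini-Hochberg) and a log2 fold change of at least 2 in size. The held-out library was then placed between the NoOp mean, at 0%, and the mean of the other SNx libraries, at 100%, on the log2 scale. SNx replicate 1 lay at 101% over 1012 genes and SNx replicate 2 at 114% over 809 genes. SNx replicate 3 lay at 65.4% over 1517 genes, with 72.9% for the genes that rose and 52.8% for the genes that fell. SNx replicate 2 lay at 111% for the genes that rose and at 152% for those that fell. The corresponding values of SNx replicate 1 were 103% and 97.3%. The references of SNx replicates 1 and 2 include SNx replicate 3, so the positions are not on a common scale. Selecting genes for large changes in the other libraries can also place a held-out library lower.

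**Figure D2:**
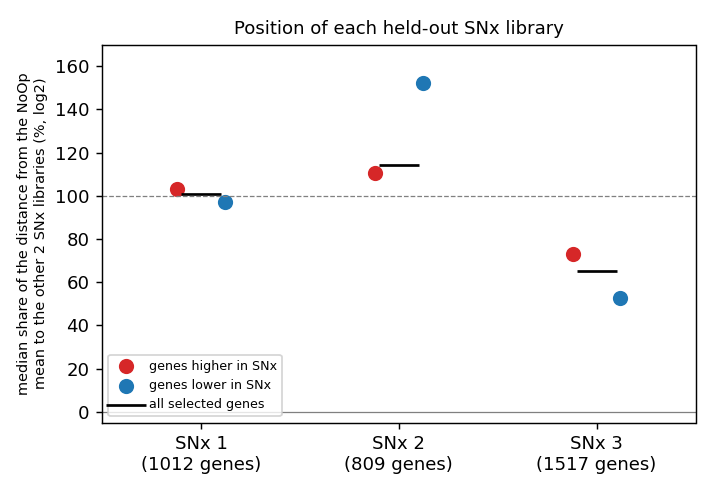
Median position of each held-out SNx library (x axis) as a percentage of the log2 distance from the NoOp mean to the mean of the other SNx libraries (y axis), for genes higher in SNx (red), genes lower in SNx (blue) and all selected genes (black line). SNx replicate 3 lies at 65.4% and the other SNx libraries lie at 101% and 114%.

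Differential expression was tested with limma on voom-transformed counts. Of the 13644 genes tested, 4891 (35.8%) had a Benjamini-Hochberg adjusted p under 0.05, of which 2620 were higher and 2271 lower in SNx. A change of at least 1.5-fold was present in 3994 of these genes, 2225 higher and 1769 lower. Changes of at least 2 on the log2 scale were found for 719 higher and 378 lower genes. The median log2 fold change was 1.27 among the higher genes and -0.93 among the lower genes, and the median standard error of the log2 fold change of these 4891 genes was 0.21. The remaining 8753 genes did not pass the threshold. The counts of all 3 SNx libraries lay on one side of all 3 NoOp libraries, on the TMM-scaled log2 scale, for 7037 genes (51.6%), where chance gives 10%. This held for 4860 of the 4891 genes (99.4%).

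**Figure D3:**
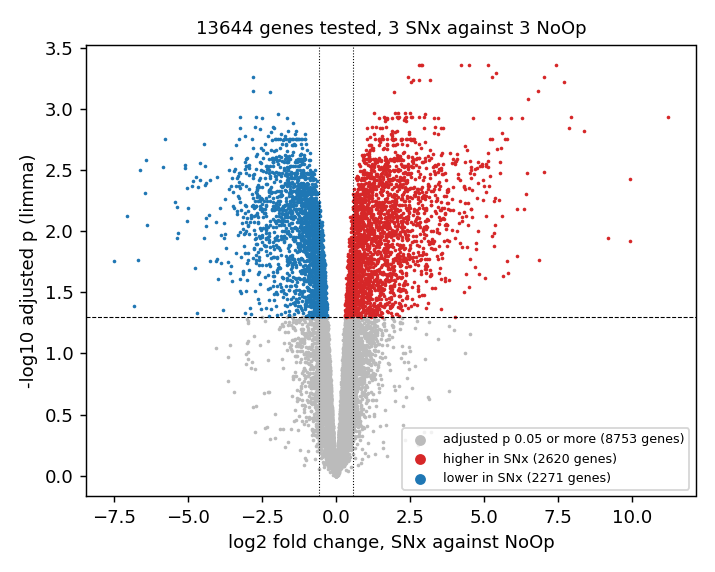
Log2 fold change of SNx against NoOp (x axis) and -log10 of the limma adjusted p (y axis) for 13644 genes, each point a gene, with the dashed line at an adjusted p of 0.05 and the dotted lines at a 1.5-fold change. The 2620 genes higher in SNx (red) reach larger fold changes than the 2271 lower genes (blue).

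The split of the calls between higher and lower genes depended on how the libraries were scaled. With library size alone in place of TMM, 4789 genes passed the threshold, 3387 higher and 1402 lower, so the share of higher genes was 70.7% against 53.6% with TMM. The median log2 fold change of all tested genes was 0.24 with library size alone and 0.01 with TMM, and the fold changes given here are relative to the TMM scale. Of the 4891 genes, 4020 also passed the threshold with library size alone, none of them with the opposite sign. A gene had to pass in both fits to be counted, which leaves little room for a change of sign. The number of genes fell most when NoOp replicate 3 was left out, to 2857, and without NoOp replicate 2 it was 3124. Without SNx replicate 3 it rose to 5764. Limma with a mean-variance trend on the authors' normalized table gave 4399 of 12135 genes, 2352 higher and 2047 lower.

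**Figure D4:**
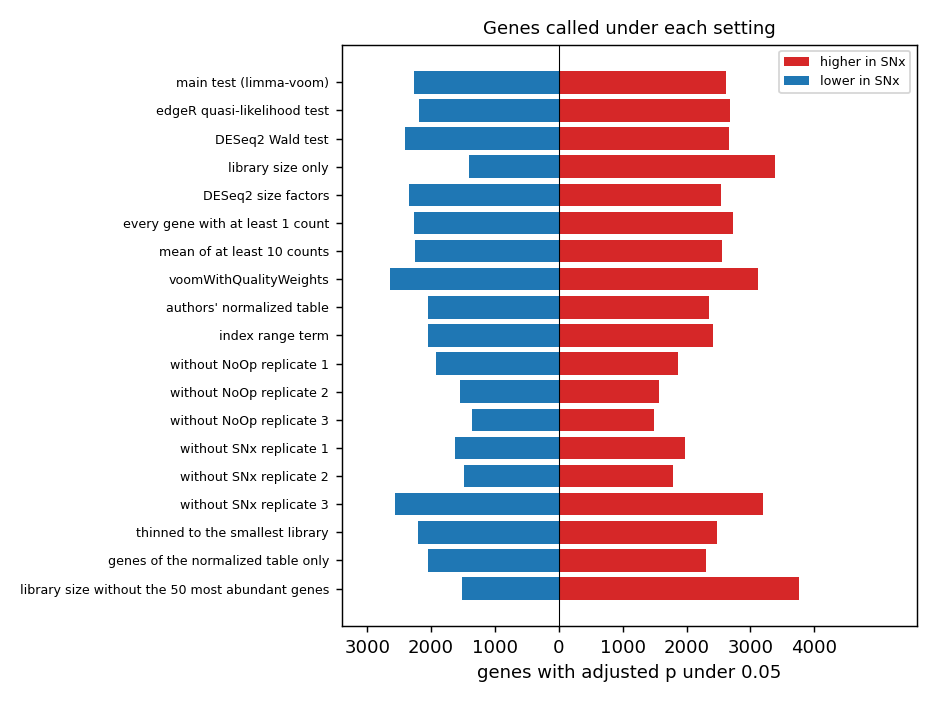
Number of genes with an adjusted p under 0.05 in each setting (y axis), with genes higher in SNx to the right (red) and genes lower in SNx to the left (blue) of 0. The main test gave 2620 higher and 2271 lower genes, and the settings with library size alone and with library size without the 50 most abundant genes moved the split towards higher genes.

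The numbers in the library titles fall into 2 ranges, the first with SNx replicates 1 and 2 and NoOp replicate 1 and the second with SNx replicate 3 and NoOp replicates 2 and 3. Each range holds only 1 library of one of the groups, so the comparison was not repeated within a range. With the range added to the limma model as a term, 4461 genes had an adjusted p under 0.05, 4243 of which were among the 4891.

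The files name genes by Ensembl identifier and do not pair identifiers with symbols, so genes are given by identifier. The smallest p-values belonged to 3 genes that all rose, and the first 2 of them are given. ENSRNOG00000043451 had 2451, 3134 and 1791 counts in NoOp replicates 1, 2 and 3, and 96715, 113548 and 50706 counts in SNx replicates 1, 2 and 3. This corresponded to 219 ± 41.4 TMM-scaled CPM in NoOp and 7814 ± 2145 in SNx (SD, n = 3 each). Its log2 fold change was 5.13 with a standard error of 0.27 and a limma adjusted p of 0.000438, the smallest among all genes. ENSRNOG00000016460 had 1004, 960 and 707 counts in the NoOp libraries and 24578, 24039 and 12570 counts in the SNx libraries, or 80.5 ± 15.4 and 1851 ± 519 CPM (SD, n = 3 each). Its log2 fold change was 4.49 with a standard error of 0.24 and the same limma adjusted p of 0.000438. Both genes were higher in 3 of 3 SNx libraries than in all NoOp libraries, and SNx replicate 3 had the lowest count of the SNx libraries.

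The other pair of genes had the largest falls under the naming rule, and so was chosen by the size of the change and not by its precision. The genes with the largest rises are not given. ENSRNOG00000052810 had 277, 1069 and 864 counts in NoOp replicates 1, 2 and 3, and 3, 0 and 35 counts in SNx replicates 1, 2 and 3, or 64.8 ± 32.8 and 1.33 ± 2.06 TMM-scaled CPM (SD, n = 3 each). Its log2 fold change was -7.50 with a standard error of 1.84 and a limma adjusted p of 0.0177. Without SNx replicate 1 the adjusted p was 0.0640, within a range from 0.00397 to 0.0640 over its 16 other settings. ENSRNOG00000028985 had 1038, 506 and 289 counts in the NoOp libraries and 1, 2 and 44 counts in the SNx libraries, or 56.2 ± 39.2 and 1.63 ± 2.61 CPM (SD, n = 3 each). Its log2 fold change was -6.68 with a standard error of 1.63 and a limma adjusted p of 0.0171. Without SNx replicate 1 it was 0.0556, and without SNx replicate 2 it was 0.0684, the highest of its 16 other settings. Both genes were lower in 3 of 3 SNx libraries than in all NoOp libraries. Neither gene was present in the authors' normalized table. Over the 16 other settings the log2 fold change ranged from -8.99 to -5.63 for the first gene and from -8.16 to -5.14 for the second. The lowest value of each came without SNx replicate 3, and the highest came from DESeq2 with all 6 libraries.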

Values the study reported

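For the kidney transcripts of its first SNx study, the study reported 12714 genes in total. At a false discovery rate below 0.05 it reported 2299 genes as upregulated, 1797 as downregulated and 8618 as unchanged. It gave the number of genes profiled in each RNA-sequencing experiment as about 12000.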

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

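The tests in this part were chosen before the ratio of the deposited tables had been compared between groups.

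The raw and the normalized table hold the same libraries, and the report's main comparison used only the raw one. The ratio of the back-transformed normalized value to the raw count was taken for each gene and library, centred on the library median, and compared between groups with limma for the 9137 genes with a mean of at least 100 counts. A difference between SNx and NoOp appeared for 3 genes at a Benjamini-Hochberg adjusted p under 0.05, all of them larger than 0.1 on the log2 scale, and 1143 genes had an unadjusted p under 0.05. This is a signal in a relation between the tables that the comparison of the groups does not use. The 3 genes are named here after their values were seen. The log2 ratio was higher in SNx by 0.12 for ENSRNOG00000001312 and by 0.18 for ENSRNOG00000001030, and differed by -0.25 for ENSRNOG00000006783, each with a limma adjusted p of 0.0341. For each gene all 3 SNx libraries lay on one side of all 3 NoOp libraries, and the median SD of the log2 ratio over the 6 libraries was 0.01 across genes.

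Rounding of the raw table to whole numbers was weighed first, because the normalized table was made from estimates that are not whole. It allows a log2 difference of at most 0.00316 for ENSRNOG00000001312, 0.0181 for ENSRNOG00000006783 and 0.000222 for ENSRNOG00000001030. All 3 differences exceeded what rounding allows, so rounding is argued against as their source. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes, the real one, and the next highest split gave 1 gene. The other splits mix SNx and NoOp animals, and with 10 splits no share under 0.1 can be reached. The splits therefore cannot decide on a chance arrangement of the animals, in either direction. The authors' methods name estimates scaled by transcript length, and a gene whose average transcript length differs between groups could give such a ratio. Under that hypothesis a higher ratio would go with shorter transcripts. The transcript-level estimates behind it were not analysed here, so it stays untested, and neither an effect of the operation on transcript use nor a difference in RNA quality between the groups was tested. In the test of the raw counts, 2 of the 3 genes had an adjusted p under 0.05: ENSRNOG00000001030 with a log2 fold change of 1.68 (limma adjusted p 0.00140) and ENSRNOG00000006783 with -1.30 (limma adjusted p 0.0373).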

How the results depend on the processing

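Of the alternatives discussed here, thinning, the genes of the normalized table only, and library sizes without the 50 most abundant genes were chosen only after the main result was seen.

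The number of genes with an adjusted p under 0.05 was 4891 and stayed within 1.5 times under every setting that kept all 6 libraries. It was 4866 with the quasi-likelihood test of edgeR, 5071 with DESeq2, 4789 with library size alone, 4879 with DESeq2 size factors, 5001 with every gene of at least 1 count, 4810 with a mean of at least 10 counts, 5760 with sample weights, 4399 with the authors' normalized table and 4461 with the range of library numbers as a term. Of the added settings, thinning gave 4692, the genes of the normalized table only 4359, and library size without the 50 most abundant genes 5278. The shared calls numbered from 2796 to 4819 of the 4891 across the settings, and 0 of them changed sign in any setting. Shared calls had to pass in both fits, so a change of sign had little room to appear. DESeq2 gave no adjusted p for 4 genes.

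The number of lower genes fell from 2271 to 1402 with library size alone. Library size without the 50 most abundant genes gave 3762 higher and 1516 lower genes, a share of 71.3% higher and a median log2 fold change of 0.20. In both settings the scaling itself shifts every fold change upwards, which is the cause of the changed split by construction.

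Leaving out 1 library at a time gave from 2857 to 5764 genes, from 1497 to 3201 higher genes, from 1360 to 2563 lower genes and from 2765 to 4898 genes with at least a 1.5-fold change. Each lowest value came without NoOp replicate 3, and each highest value came without SNx replicate 3. A fit on 5 libraries has fewer samples, which can lower a count. The rise without SNx replicate 3 went with a ratio of within-group distances nearer to 1 and its cause was not tested.

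The share of variance on PC1, 74.2% in the report, was 65.0% with every gene of at least 1 count, 77.01% with the 500 most variable genes and 54.6% with genes scaled to unit variance, and from 71.1% to 78.3% when 1 library was left out. The cause was not tested. The ratio of within-group distances, 1.22, stayed within the spread of its leave-one-out values under the other settings that kept all libraries, and ranged from 1.06 without SNx replicate 3 to 1.37 without NoOp replicate 1.

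For the 4 named genes and the 3 held-out positions, 74 values under other settings kept their direction and their side of the threshold or stayed within the spread, and 3 no longer passed the threshold. Those 3 were ENSRNOG00000052810 without SNx replicate 1 and ENSRNOG00000028985 without SNx replicates 1 and 2. ENSRNOG00000043451 ranged from 4.95 to 5.38 and ENSRNOG00000016460 from 4.29 to 4.72 on the log2 scale over 18 settings. The counts near 0 in SNx limit how well the size of the falls of the other pair can be given.

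Correction for GC content and length, and the planned results on the study's candidate molecules, the established kidney markers and the gene sets, were not run. No paired analysis was possible because the labels give no replicate numbers.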

Other observations

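The tests of an additive effect of the library number range, of annotation and of counts as the reason for missing genes, the comparison with simulated mixtures, and the direction of the calls among genes left out, were chosen only after the result was seen, and the other tests in this part were chosen before.

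The difference between SNx and NoOp was set against other groupings of the same animals. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many as 4891 genes, the real one, and the other 9 gave 0 genes at an adjusted p under 0.05 with the same 13644 genes. At an unadjusted p under 0.05 the real split gave 6377 genes and the others gave from 43 to 946. The highest of these, 946, came from the split that follows the 2 ranges of library numbers, and with the range as a term 4461 genes had an adjusted p under 0.05 between SNx and NoOp. Each other split mixes SNx and NoOp animals and so carries the difference between them within its sides, which makes its count no reference for unchanged groups. The design cannot give a share under 0.1 either, so this test cannot decide on chance. Other values argue against noise that is independent between genes as the source of the calls as a set. The groups did not overlap for 51.6% of genes, where chance gives 10%. In the simulation of 13468 genes with no change, 639 had an unadjusted limma p under 0.05 and 0 were called. Every distance between groups was 0.88 or more, and every distance within a group was 0.69 or less. The genes are not independent, so these shares are no exact test. The shares and distances come from the same split of the animals, and the simulation drew each gene separately. A chance arrangement of the animals, with variation shared across genes, is therefore not argued against. The SNx libraries were smaller than the NoOp libraries. After thinning to the smallest total 4692 genes passed the threshold, 4598 of them among the 4891, which argues against depth as the source of the calls.

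TMM factors were higher in all 3 SNx libraries than in all 3 NoOp libraries. A few very abundant genes taking more of the counts in NoOp was a candidate explanation. Leaving the 50 most abundant genes out of the library sizes left the median log2 fold change 0.19 above that with TMM, against 0.22 with all genes in the library sizes, so those 50 genes explained little of it. The gap fell to 0.10 with 500 genes left out, 0.06 with 1000 and 0.01 with 2000. With 5000 genes left out it was -0.10, so the gap passed through 0, and these values mark out no set of genes as its source. Whether the total RNA per cell also differed was not tested, and the absolute direction of small changes stays open for that reason.

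SNx replicate 3 lay at 65.4% of the distance from the NoOp mean to the mean of the other SNx libraries. Each other SNx library lay at 101% or more, against a reference that includes SNx replicate 3. Depth is argued against, since the position after thinning was 65.3%. An additive effect of the library number range as the whole cause is argued against as well. SNx replicate 3 differed from SNx replicates 1 and 2 by -44.97 on PC1, while NoOp replicates 2 and 3 differed from NoOp replicate 1 by only -1.59, within the SD of 4.91 over the NoOp libraries. A partial effect of the range cannot be told apart. Across 13644 genes, which are not independent replicates, the shift of SNx replicate 3 from SNx replicates 1 and 2 correlated with the shift of NoOp replicates 2 and 3 from NoOp replicate 1 at r = 0.13. With NoOp replicate 2 or NoOp replicate 3 set apart in its place, r was -0.0029 and -0.15, and 3 such comparisons are too few to decide.

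A mixture of SNx-like and NoOp-like tissue in SNx replicate 3, for example from a piece of kidney with less damage, could also place it between the groups. The linear shares of rising and falling genes were 50.8% and 75.3%, a gap of -24.5 percentage points, while the gap was 1.57 for SNx replicate 1 and 7.76 for SNx replicate 2. In 20 simulated mixtures with 50% to 80% of SNx-like material the gap ran from -13.2 to -6.55. On the TMM scale the observed gap lies outside both ranges. With library size alone the gaps were -4.38, 35.5 and -32.0 in SNx replicates 1, 2 and 3, so another animal then had a gap of larger size and the values do not decide. On the log2 scale the gap was 20.1 against 28.1 to 40.9 in the simulations, and it was -41.4 in SNx replicate 2. With 1 library the mixture cannot be told apart from a smaller response of that animal. Degraded RNA in that library was not tested either. The study's methods give RNA integrity as a range over all samples, which extends to low values. No value per library was used here. A smaller response is a biological hypothesis, and no measure of kidney function per animal was used here to test it. By the study's account, animals were terminated once they reached a threshold of serum creatinine or proteinuria. The day of termination differed between animals, and the time per animal was not used here either.

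The normalized table held 12135 genes. That is lower than the total quoted from the study above. Of the 13644 genes tested, 1526 were left out of the normalized table, together with 9.50% to 10.97% of the counts of a library. Low counts alone do not account for this, because 794 genes with a mean of at least 100 counts were left out, one of them with a mean of 42948. Among tested genes with identifier numbers of 30000 and above, 24.1% of 3190 genes were left out, against 7.24% of 10454 genes with lower numbers. Over 10 classes of equal size by mean count, the common odds ratio was 3.70. This is consistent with a filter that kept genes with lower identifier numbers more often, for example through an annotation that covers them better. That is a hypothesis, since the filter is not stated and no annotation was compared here.

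The genes left out of the normalized table were called about as often as those kept. Of the 1526 genes, 568 (37.2%) had an adjusted p under 0.05, 362 higher and 206 lower in SNx, against 4323 of the 12118 genes kept (35.7%). Kept genes drawn to match the mean counts gave 36.4% on average over 10000 draws, and the one-sided permutation p for the genes left out was 0.230. The direction of the calls differed, with 63.7% higher among the genes left out and 52.2% among the genes kept. As a share of all genes, 23.7% of those left out were called and higher in SNx, against 18.6% of those kept and 21.75% of kept genes matched on mean count. Matching on count thus took up part of the excess. For the rest the one-sided permutation p was 0.02, or 0.06 after Benjamini-Hochberg adjustment over the 3 tests of all, higher and lower calls, so whether low counts are the whole explanation cannot be told apart. The genes are not independent, and no biological explanation was tested. The genes that fell most in the report, ENSRNOG00000052810 and ENSRNOG00000028985, belong to this set.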
